# Deletion of CEACAM1 does not affect retinal and choroidal morphology or transcriptome

**DOI:** 10.1007/s00441-026-04087-0

**Published:** 2026-06-26

**Authors:** Laura Hannig, Barbara M. Braunger, Nikolai Kleefeldt, Lea Cagol, Jonathan Zimmermann, Bianka Brunne, Hamza Ahmad, Mario Vallon, Süleyman Ergün, Jost Hillenkamp, Andreas Neueder, Anja Schlecht

**Keywords:** CEACAM1, CC1, Retina, Choroid, Homeostasis

## Abstract

CEACAM1 (CC1) is an important mediator of cell proliferation and adhesion and serves as an angiogenic factor through interaction with VEGF. Although the role of CC1 has been extensively studied in organs such as the heart, liver and lung in which CC1 is considered an important regulator of various pathological conditions, little is known about the function of CEACAM1 in the eye. In this study, we investigated the expression and function of CC1 in the retina and choroid of healthy adult mice using immunohistochemistry, fluorescence activated cell sorting (FACS) and RNA sequencing. We found CC1 to be expressed in endothelial and myeloid cells of the retina and the choroid. However, deletion of CC1 did not result in vascular abnormalities of the retina and choroid or changes in retinal myeloid cell morphology and number. Furthermore, the retinal architecture was not affected and morphometric measurements of the thickness of the inner and outer retinal layers were not altered by deletion of CC1. Accordingly, we did not observe structural or transcriptomic changes in the choroid. Our data suggest that the role of CC1 in the adult eye during steady state is attenuated or can be compensated by other molecular mediators. However, one could speculate that CC1 may become functionally relevant during pathological conditions, such as in neovascular eye diseases like proliferative diabetic retinopathy or neovascular age-related macular degeneration.

**Supplementary Information:**

The online version contains supplementary material available at 10.1007/s00441-026-04087-0.

## Introduction

CEACAM1 (CC1), also known as Cluster of differentiation 66a (CD66a), is a transmembrane glycoprotein belonging to the group of carcinoembryonic antigen-related cell adhesion molecules (CEACAM) which is part of the immunoglobulin superfamily (Beauchemin et al. 1999; Beauchemin and Arabzadeh 2013; Rueckschloss et al. 2016). CC1 is expressed in several tissues/organs including the gastrointestinal tract and bone marrow. On a cellular basis, high expression levels for CC1 can be found in epithelial, endothelial and immune cells https://www.proteinatlas.org/ENSG00000079385. The function of CC1 is as diverse as its expression. Under homeostatic conditions, CC1 plays an important role in cell proliferation and cell adhesion (Hammarström 1999). In addition, CC1 can interact with VEGF and thus act as a pro-angiogenic factor: CC1 has been shown to induce the expression of both VEGF and VEGFR2 and, conversely, the presence of VEGF can also increase CC1 expression (Ergün et al. 2000; Kilic et al. 2005). This reciprocal relationship creates a pro-angiogenic microenvironment (Götz et al. 2024). In terms of pathogenesis CC1 has been implicated in cancer development and progression. Elevated levels of CC1 have been detected in colorectal cancer and other cancer entities and have been corelated with shorter patient survival (Kang et al. 2007; Thöm et al. 2009; Ieda et al. 2011; Yang et al. 2015).

The function of CC1 in the eye has been scarcely investigated to date and remains poorly understood. Furthermore, the specific expression pattern of CC1 especially in the retina and choroid are not yet defined. To date, there is one publication focusing on the role of CC1 in a mouse model of pathological angiogenesis during development: CC1-deficient mice showed exacerbated retinal neovascularization and increased tuft formation, concomitant with delayed revascularization and vessel maturation (Ludewig et al. 2014).

To further unravel the role of CC1 in retina and choroid during adulthood, we studied CC1 expression in these tissues. Furthermore, we used CC1 knockout mice and compared those with wild type littermates regarding transcriptome, structure and immune cell abundance and morphology. Using this approach, we found a strong CC1 protein expression in endothelial cells and microglia. The deletion of CC1 did not lead to relevant changes in the transcriptome, nor did we observe changes in the retinal and choroidal architecture. Likewise, there were no differences in the number or reactivity of microglial cells depending on CC1 expression. On the basis of these findings, we assume that CC1 does not play a relevant role during tissue homeostasis despite its prominent expression in endothelial and immune cells. However, it is conceivable that, in the event of damage—particularly involving endothelial and/or immune cells—CC1 could play a significant role in the eye during pathological conditions.

## Results

### Expression of CEACAM1 in the murine retina and choroid

As there is, to the best of our knowledge, a paucity of data regarding the role and expression of CEACAM1 (CC1) in ocular tissues, we initially assessed CC1 protein expression in adult murine eyes using immunohistochemical staining and fluorescence-activated cell sorting (FACS). In the retina, we observed pronounced CC1 immunoreactivity in the ganglion cell layer, as well as in the inner and outer plexiform layers (Fig. 1a and b). Given that these regions coincide with the localization of intraretinal vasculature, we performed co-immunolabeling with CD31, a marker for endothelial cells and IBA-1, a marker for myeloid cells (Fig. 1a and b). CEACAM1 expression was detected in CD31 positive endothelial cells of the retina and choroid and partly in IBA-1 positive cells (Fig. 1b). This was further investigated by FACS analysis (Fig. 1c). Since the retinal regions exhibiting CC1 expression are also known to harbor myeloid cells, we analyzed this population for CC1 expression using FACS. Our results demonstrated that CD11b⁺ myeloid cells also express CC1 (Fig. 1c). In addition to the retinal expression of CC1, we also detected robust immunoreactivity in the choroidal tissue (Fig. 1a), where, similar to the retina, CC1 expression could be attributed predominantly to endothelial and myeloid cells (Fig. 1d).

**Fig. 1:**
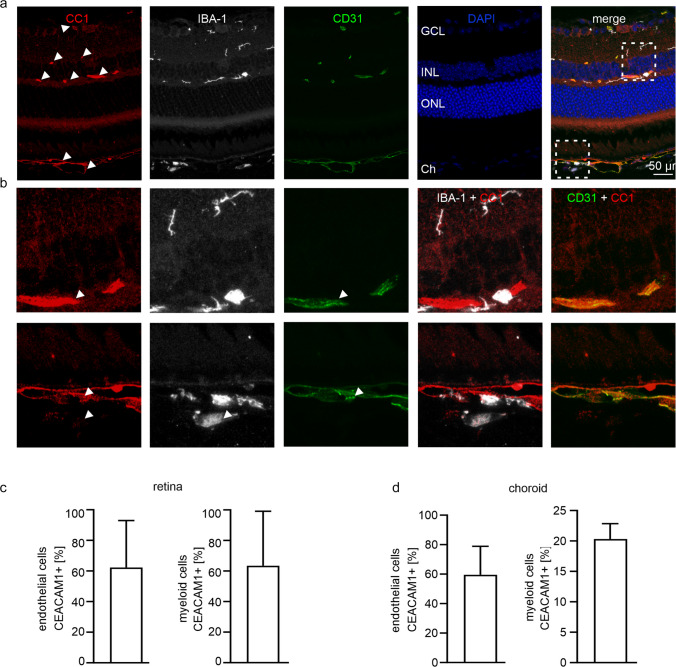
CEACAM1 expression in retina and choroid. **a**: CEACAM1 immunoreactivity (red) is detectable in the ganglion cell layer, the inner and outer plexiform layer and choroid (white arrowheads), endothelial cells are labeled with CD31 (green), myeloid cells are labeled using IBA-1 (white). The cell nuclei are stained with DAPI (blue). **b**: Higher magnification of boxed areas from A. (upper panel: higher magnification of retinal area, lower panel: higher magnification of choroidal area). Arrowheads points towards areas with colocalization of CC1 with either CD31 or IBA-1C, **d**: Flow cytometry revealed CEACAM1 expression in endothelial cells and myeloid cells of the retina (C, *n* = 10) and the choroid (D, *n* = 8) of wild type*.* Data are means ± SD. GCL = ganglion cell layer, IPL = inner plexiforme layer, INL = inner nuclear layer, OPL = outer plexiforme layer, ONL = outer nuclear layer, Ch = choroid

### Deletion of CEACAM1 does not affect retinal vasculature or myeloid cell characteristics

To assess the functional relevance of CC1 expression in the retina—particularly given its prominent expression in endothelial cells—we used *Ceacam1*^−/−^ mice and performed *in vivo* color fundus photography and angiography (validation of successful deletion of CC1 is shown in Supplementary Fig. 1). In both, *Ceacam1*^−/−^ and wild type littermates, we found a regular fundus with no signs of abnormalities (Fig. 2a). Fluorescein angiography revealed evenly distributed, radiating vessels originating from the optic nerve head for both mouse groups. No evidence of leakage was detectable, neither in the wild type, nor in *Ceacam1*^−/−^ mice suggesting an intact blood-retinal barrier (Fig. 2b). To enable a more detailed morphological assessment of the retinal vasculature, we performed *in vivo* perfusion with FITC-dextran followed by preparation of retinal flatmounts (Fig. 2c and d) allowing for the visualization of the three vascular plexus. In wild type mice, the superficial vascular plexus exhibited its characteristic arrangement of prominent vessels emerging from the optic nerve head, while both, the intermediate and deep vascular plexus showed the expected fine network (Fig. 2d). Comparable vascular patterns were observed in *Ceacam1*^−/−^ mice. We observed a continuous and well-organized vascular architecture, with no signs of vessel rarefaction, abnormal branching, or microaneurysms (Fig. 2d). Therefore, we conclude that the deletion of CC1 does not affect the structural integrity or organization of the retinal vasculature under physiological conditions.

**Fig. 2:**
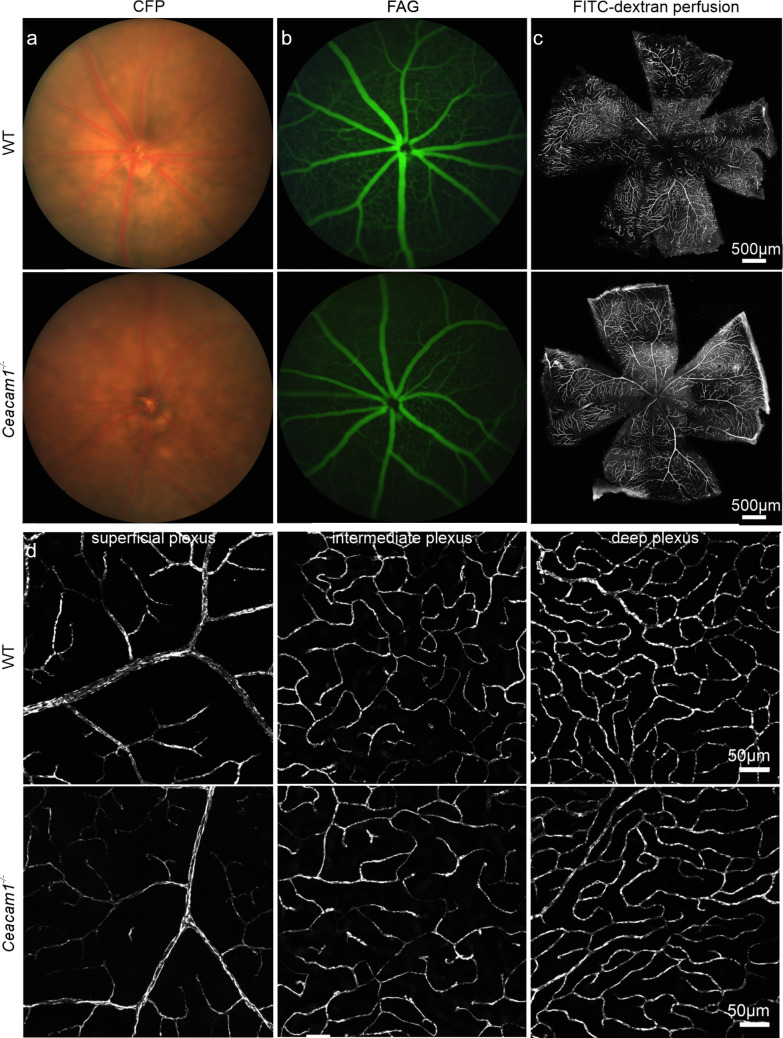
Retinal vasculature. **a**, **b**: In vivo imaging of the retinal vessels using color fundus photography (CFP) (A) and fluorescein angiography (FAG) (B). **c**, **d**: Ex vivo imaging using fluorescein isothiocyanate (FITC)-dextran perfusion

Given the detected expression of CC1 in retinal myeloid cells, we further characterized this cell population in both wild type and *Ceacam1*^−/−^ mice to assess potential differences (Fig. 3a and b). The morphological appearance of these cells was comparable in both genotypes: They exhibited the typical ramified, dendritic morphological characteristic for resting myeloid cells in the retina. No signs of hypertrophy, process retraction, or clustering were observed (Fig. 3a). We furthermore quantified myeloid cells in all three compartments, where retinal myeloid cells typically reside in the retina. Cell counts revealed no significant difference in the number of myeloid cells between wild type and *Ceacam1*^−/−^ mice (Fig. 3b). These findings suggest that the absence of CC1 does not impact the number or morphology of retinal myeloid cells.

**Fig. 3:**
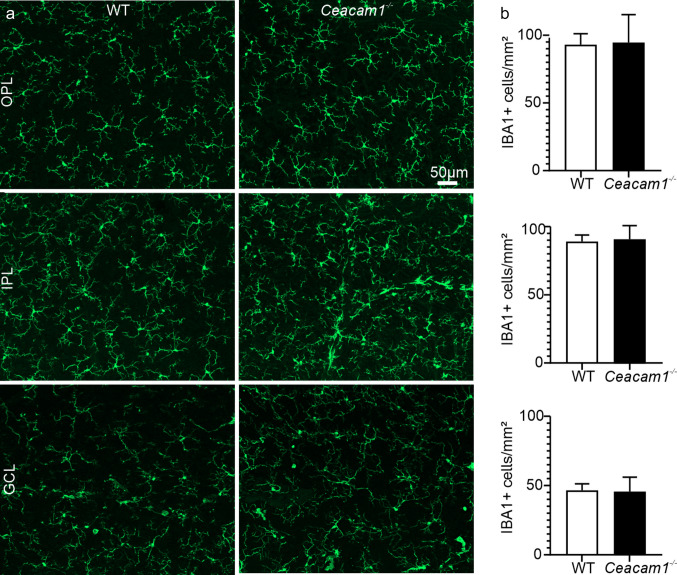
Myeloid cell abundance and morphology. **a**: Visualization of myeloid cells by immunohistochemical staining for ionized calcium-binding adapter molecule 1 (IBA1), shown for the outer plexiform layer (OPL), the inner plexiform layer (IPL) and the retinal ganglion cell layer (GCL). **b**: Quantification of IBA1 + cells in the GCL, IPL and OPL (wild type *n* = 4, *Ceacam1*^*−/−*^ (*n* = 7). Mean ± SD is shown

### Deletion of CEACAM1 does not affect retinal or choroidal structure

In the final step of our analysis, we examined the retinal and choroidal tissue architecture using semithin sections to assess potential structural alterations at high resolution. We found a regular organization of the retina as well as of the choroid in both, wild type and *Ceacam1*^−/−^ mice: The retinal layers were well defined, with no evidence of disorganization (Fig. 4a). To detect even subtle morphological changes and screen for neurodegeneration, we performed morphometric measurements of the thickness of the inner nuclear layer (INL) and outer nuclear layer (ONL) followed by statistical analysis. These analyses revealed a largely comparable ONL and INL thickness between wild type and *Ceacam1*^−/−^ mice (Fig. 4c and d). The choroid also appeared structurally intact, no abnormalities were observed: The vessels were evenly distributed, with no signs of vessel dilation, or abnormal thickening (Fig. 4a and b). Since the choroid is the densest vascular network in the human body, we additionally performed electron microscopy and RNAseq analyses to ensure that we did not overlook subtle changes in regard to CC1 expression. 

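Choroidal RNA of 4 wild type and 4 Ceacam1-/- mice was sequenced from SMART-Seq libraries, in which full-length cDNA is made from small amounts of mRNA. The authors estimated the reads of each gene by pseudo-alignment to GRCm39 and deposited normalized counts for 56065 genes. Normalized counts are estimated reads divided by a factor for library size and for average transcript length, so they are not whole reads. The values of a library summed to between 23979741 and 27093809 in wild type mice (median 25759861) and to between 23819561 and 35094410 in Ceacam1-/- mice (median 26530696). The most frequent low value in a library was taken as the value of 1 read. Library sums divided by it give about 25800000 to 27800000 reads per wild type library and 21400000 to 23900000 per Ceacam1-/- library. These totals are rough, because only 36.7% to 71.9% of the low values in a library lay near a whole multiple of the value of 1 read. Between 25021 and 27776 genes per library were above 0. For testing, 1 was added to each value before the log2 transformation, and genes with a mean normalized count of at least 10 over the 8 libraries were compared with limma. The sex of the mice, a covariate in the paper's model, is not given for the libraries and was not included. Ceacam1 (ENSMUSG00000074272) lies on chromosome 7 from 25161128 to 25177257. Its normalized count was 2956 ± 2153 (SD, n = 4) in wild type and 647 ± 352 (SD, n = 4) in Ceacam1-/- mice. The wild type libraries 21, 22, 26 and 27 had 958, 5027, 1242 and 4596 normalized counts of Ceacam1, and the Ceacam1-/- libraries 23, 24, 25 and 28 had 405, 505, 508 and 1171. A list of 10 surface epithelium genes was written after the values were seen. Its mean log2 values were 4.61, 14.2, 4.27 and 11.6 in these wild type libraries and 10.0, 6.94, 8.77 and 15.2 in the Ceacam1-/- libraries. Over all 24 libraries, deviations of Ceacam1 from its group means followed those of this list (Pearson's r = 0.782). The log2 fold change of Ceacam1 was -1.95 (standard error 0.60, adjusted p = 0.999 from limma with Benjamini-Hochberg adjustment). In 3 of the 4 Ceacam1-/- libraries Ceacam1 was below all wild type libraries (two-sided exact permutation test, p = 0.0571, where the smallest p that 4 against 4 allows is 0.0286). With each library left out in turn, the log2 fold change of Ceacam1 stayed between -2.37 and -1.58. The alternative that moved it most was weighting the libraries by their quality, which gave -2.63. The paper checked the deletion separately, by choroidal Ceacam1 mRNA in larger groups of mice and by staining (Supplementary Fig. 1). It reports a significant difference in that mRNA between the genotypes. Ceacam2 (ENSMUSG00000054385), a paralog on chromosome 7 from 25215467 to 25239380, had 9.13 ± 8.45 normalized counts in wild type and 34.4 ± 28 in Ceacam1-/- mice (SD, n = 4 each). Its log2 fold change was 2.15 (standard error 1.01, adjusted p = 0.999 from limma). It was between 1.26 and 2.72 with each library left out in turn, and between 1.14 and 2.42 over the other alternatives set beforehand.

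**Figure D1:**
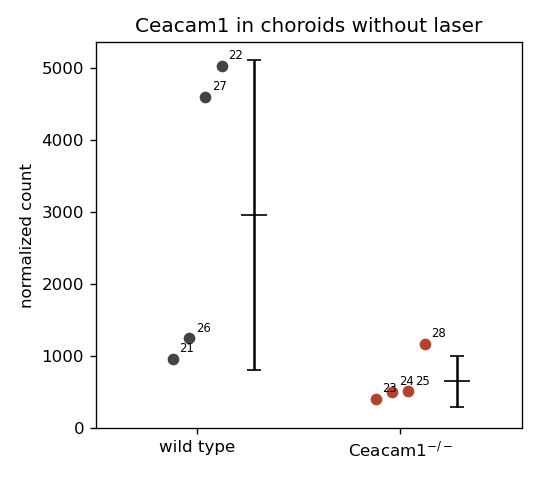
Normalized counts of Ceacam1 (vertical axis, linear) in the choroid of wild type and Ceacam1-/- mice without laser. Points are libraries with their numbers, and the bar and whiskers beside them are the mean and SD of 4 libraries. Ceacam1-/- library 28, at 1171, lies above wild type library 21, at 958. Library 28 had the highest mean log2 value of surface epithelium genes among the libraries shown, 15.2, and library 21 had 4.61.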

We could not detect any genotype-dependent structural changes of the retinal pigment epithelium (RPE), the adjacent Bruch’s Membrane or the fenestration of the endothelium (Fig. 4b). Consistent with the histological findings, RNA-Seq data revealed no major differences in gene expression profiles of the choroid in *Ceacam1*^−/−^and wild type mice: We found a high degree of transcriptional similarity between *Ceacam1*^−/−^ and wild type choroideae. 

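The similarity of the choroidal profiles was measured over the 20057 genes tested, on log2 values. Pearson's r across genes was between 0.861 and 0.941 (median 0.886) for the 6 pairs of wild type libraries. For the 6 pairs of Ceacam1-/- libraries r was between 0.797 and 0.926 (median 0.862). The 16 pairs of a wild type with a Ceacam1-/- library had an r between 0.803 and 0.953 (median 0.895). These correlations are across genes, which are not independent replicates. The means of the genotypes correlated with an r of 0.980, and 92.9% of the genes had an absolute log2 fold change under 1. The median absolute log2 fold change was 0.25. The mean Euclidean distance was 193 between libraries of different genotype and 205 between libraries of the same genotype. The difference, -11.7, was no larger than chance gives (one-sided exact permutation test over 35 splits, p = 0.829). Without Ceacam1-/- library 23 the difference was 2.82 (exact permutation p = 0.400), and it was negative without each of the other 7 libraries in turn. Marker genes of other tissue varied within genotypes. The mean log2 value of 12 photoreceptor genes was 9.58 to 14.7 in wild type and 8.44 to 14.8 in Ceacam1-/- libraries. For 12 muscle genes it was 14.7 to 15.6 and 12.2 to 16.4. This spread enters the distances within and between genotypes, so a smaller difference by genotype could go unseen. The endothelial marker Pecam1 (ENSMUSG00000020717, chromosome 11) had 2390 ± 631 normalized counts in wild type and 2103 ± 567 in Ceacam1-/- choroids (SD, n = 4 each). The myeloid marker Aif1 (ENSMUSG00000024397, chromosome 17), which encodes IBA1, had 272 ± 98.4 and 321 ± 46.3. Vegfa (ENSMUSG00000023951, chromosome 17) had 8412 ± 1928 and 7583 ± 2957, and Kdr (ENSMUSG00000062960, chromosome 5), which encodes VEGFR2, had 2996 ± 314 and 2834 ± 279. The log2 fold changes were -0.19 for Pecam1, 0.30 for Aif1, -0.20 for Vegfa and -0.08 for Kdr, each with an adjusted p of 0.999 from limma. With array weights the direction changed for Pecam1 (0.20), Aif1 (-0.05) and Vegfa (0.08), with adjusted p from 0.674 to 0.952. Over all alternatives the adjusted p of these 4 genes ranged from 0.674 to 1.00. The paper states that the expression profiles of both genotypes are similar and sets this beside its histological findings.

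**Figure D2:**
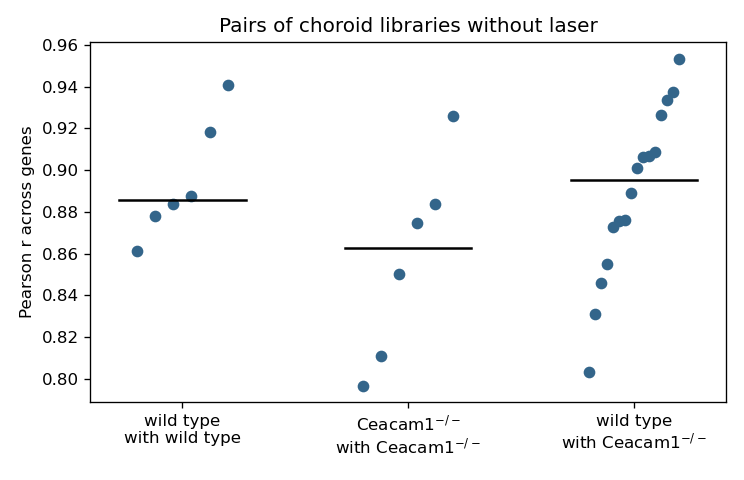
Pearson's r across 20057 genes (vertical axis) for each pair of the 8 choroid libraries without laser, by the genotypes of the pair. Points are pairs and lines are medians, 0.886 for wild type pairs, 0.862 for Ceacam1-/- pairs and 0.895 for pairs of different genotype. The vertical axis does not start at 0.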

Of all the detected genes, only 61 were differentially expressed (adjusted *p* < 0.05, Fig. 4e). Of these, merely 21 encoded proteins, with 8 genes being downregulated and 13 upregulated in the choroid of *Ceacam1*^−/−^ mice (non-protein coding genes are shown in a lighter color). 

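Of the 20057 genes tested between genotypes, 0 had an adjusted p under 0.05 from limma with Benjamini-Hochberg adjustment, and 307 (1.53%) had an unadjusted p under 0.05. The lowest p belonged to Gm20463 (ENSMUSG00000092395), a long non-coding RNA on chromosome 17 from 34820063 to 34822575. Gm20463 was listed at 0 in all 4 wild type libraries and between 41.3 and 126 normalized counts in the 4 Ceacam1-/- libraries (adjusted p = 0.0512 from limma). In the 16 libraries with laser Gm20463 did not separate the genotypes, with 18.1 ± 37.9 normalized counts in wild type (SD, n = 9, above 0 in 2 libraries) and 24.3 ± 31.5 in Ceacam1-/- mice (SD, n = 7, above 0 in 3 libraries). Gm20463 was the 1 gene under an adjusted p of 0.05 with upper-quartile scaling, with array weights and with limma without trend. Array weights moved the unadjusted count most, to 2773 genes, and without library 23 it was 1752. Over all alternatives the adjusted p of Gm20463 ranged from 0.00209 to 0.999. Without library 24 another gene, Rpl31-ps8, passed the threshold. Second by p was the processed pseudogene Gm45246 (ENSMUSG00000109645, chromosome 8), with 0.656 ± 0.823 normalized counts in wild type and 23.6 ± 7.04 in Ceacam1-/- choroids (SD, n = 4 each). Its log2 fold change was 3.97 (standard error 0.65, adjusted p = 0.999 from limma), and from 1.63 to 4.62 over the alternatives set beforehand. The sequence of Gm45246 is 94.4% identical to Hnrnpl, which lies 3.35 Mb from Ceacam1. Gm45246 is also a legible label of Fig. 4e, read as higher in Ceacam1-/- mice. It was higher between genotypes with laser too (adjusted p = 0.00875 from limma). With the Y-linked covariate it did not pass there (adjusted p = 0.171 from limma). Fig. 4e labels 61 genes, whose names were read by eye. Set aside were 2 labels that name 2 genes each in the deposited values, 2 whose reading matched no gene and 1 read as Gm43302. The last was set aside as not legible only after its values were seen, and Gm43302 was above 0 in 6 of the 8 libraries. Of the other 56 genes, 33 were above 0 in 1 of the 8 libraries and 16 in 2. In 49 of them, 1 genotype was listed at 0 in all of its libraries. The highest normalized count in any library was under 10 in 40 of the 56 genes. Over all genes deposited, 4292 were above 0 in exactly 1 of the 8 libraries.

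**Figure D3:**
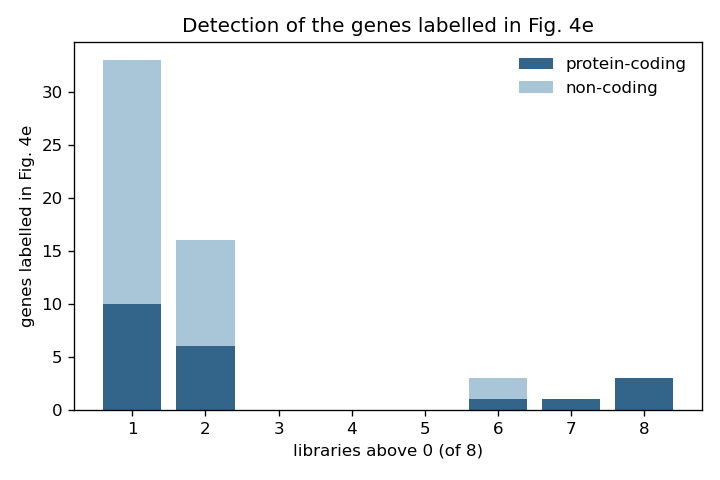
Number of genes labelled in Fig. 4e (vertical axis) by the number of the 8 libraries without laser in which their normalized count was above 0 (horizontal axis). Bars stack protein-coding and non-coding genes, 56 in all, of which 49 are above 0 in at most 2 libraries. Gm43302, above 0 in 6 libraries, is not included.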

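Of the 21 protein-coding genes of Fig. 4e, 10 were above 0 in 1 of the 8 libraries and 6 in 2. The other 5 were above 0 in all 4 libraries of at least 1 genotype. A mean normalized count of at least 10 was reached by 7 of the 21 genes, and these 7 had the direction shown in the figure. Over all genes tested 0 of them had an adjusted p under 0.05, and 4 had an unadjusted p under 0.05. Adjusted over the list alone, 4 of the 7 had a p under 0.05, which is not independent evidence because the genes were chosen on these libraries. With no filter on low values all 21 genes were tested, all 21 had the figure's direction and 0 had an adjusted p under 0.05, against 4 at an unadjusted p under 0.05. Zfp526 (ENSMUSG00000046541) lies on chromosome 7 from 24920843 to 24927712, close to Ceacam1. It had 96.2 ± 31.1 normalized counts in wild type and 19.4 ± 9.16 in Ceacam1-/- choroids (SD, n = 4 each), a log2 fold change of -2.30 (standard error 0.44). Sirpb1c (ENSMUSG00000074677, chromosome 3, from 15817337 to 15902692) had 20.0 ± 8.94 and 2.22 ± 3.52, a log2 fold change of -3.17 (standard error 0.86), which was -1.28 when 10 was added to each value in place of 1. Rasal3 (ENSMUSG00000052142, chromosome 17, from 32609198 to 32622569) had 24.0 ± 10.9 and 88.1 ± 9.06, a log2 fold change of 1.94 (standard error 0.43). For these 3 genes all values of one genotype lay above all values of the other (two-sided exact permutation test, p = 0.0286 for each). Garem2 (ENSMUSG00000044576, chromosome 5) had 2.32 ± 1.63 normalized counts in wild type and 47.6 ± 70.1 in Ceacam1-/- choroids, with 152 in library 23 and 5.62 to 25.0 in the other 3 (exact permutation p = 0.0286). Ugt2b35 (ENSMUSG00000035811, chromosome 5) and Zfp968 (ENSMUSG00000078898, chromosome 2) were listed at 0 in all wild type libraries and were above 0 in 2 Ceacam1-/- libraries each, with 965 and 439 normalized counts in library 28. The adjusted p of each of these 6 genes was 0.999 from limma over all genes tested.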

Gene ontology (GO) enrichment analysis performed on this set of protein-coding genes did not yield any significant results. In summary, these findings indicate that deletion of CC1 does not result in alterations in either the retina or the choroid under physiological conditions.

**Fig. 4:**
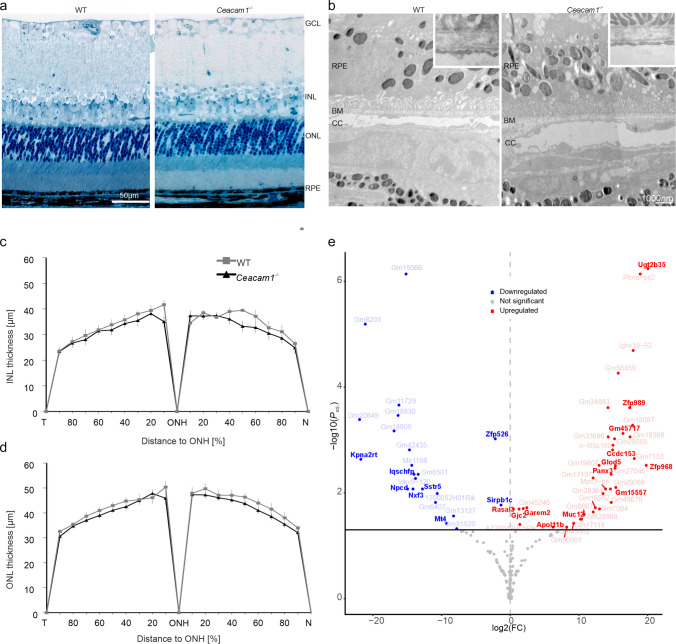
Retinal and choroidal structure. **a**: Semithin sections stretching through the optic nerve head. **b**: Electron microscopy of the RPE, Bruch’s Membrane and choroid. Boxed area shows fenestrations of the endothelium RPE = retinal pigmented epithelium; BM = Bruch’s membrane, CC = choriocapillaris. **c**, **d**: Morphometric analyses of the thickness of the inner (C) and outer nuclear layer (D) showed no significant differences between wild type (*n* = 5) and *Ceacam1*^*−/−*^ (*n* = 7) mice (p > 0.05), GCL = ganglion cell layer, INL = inner nuclear layer, ONL = outer nuclear layer, RPE = retinal pigment epithelium, T = temporal, ONH = optic nerve head, *N* = nasal. Data are means ± SEM. **e**: Volcanoplot illustrating differentially expressed genes (DEGs, p. adj. ≤ 0.05) between choroidal tissue from wild type (*n* = 4) and *Ceacam1*.^−/−^ (*n* = 4) mice. DEG are colored in blue (downregulated) and red (upregulated)

## Discussion

To the best of our knowledge, this study is the first one to characterize the spatial distribution of CEACAM1 expression and its function in the adult, healthy retina and choroid. We observed that CC1 is predominantly expressed in endothelial cells and myeloid cells of both the retina and the choroid of adult healthy mice.

### Expression of CC1 in the vascular endothelial cells

CC1 expression in vascular endothelial cells has been described in other organs, such as the lung, liver or testis, but interestingly in these organs, high CC1 expression appears to be associated with pathological conditions (Lauke 2004; Thöm et al. 2009; Muturi et al. 2023). In these organs, CC1 expression is low or absent under physiological conditions. However, with the development of pathologies, such as seminomas or carcinomas, CC1 is upregulated in endothelial cells (Lauke 2004; Thöm et al. 2009; Muturi et al. 2023). Similar results have been reported for brain endothelial cells: Basal CC1 expression in the steady state is replaced by strong upregulation of CC1 after stroke (Ludewig et al. 2013). In general, an upregulation of CC1 can be observed in active endothelia, e.g. in tumor growth, wound healing processes, but also in physiological angiogenesis during development (Sawa et al. 1994; Ergün et al. 2000; Ling et al. 2015). In this context, CC1 can act as a pro-angiogenic factor by interacting with VEGF: CC1 has been shown to induce the expression of both VEGF and VEGFR2 and, conversely, the presence of VEGF can also increase CC1 expression (Ergün et al. 2000; Kilic et al. 2005) leading to a pro-angiogenic microenvironment (Götz et al. 2024). This bidirectional relationship could explain the strong CC1 expression observed in the healthy adult mouse retina and choroid. The retinal pigment epithelium (RPE) secretes substantial amounts of VEGF during both embryonic development and adulthood (Ford et al. 2011). In adulthood, sustained VEGF expression is essential for maintaining the fenestrated structure of the choriocapillaris (Saint-Geniez et al. 2009; Kurihara et al. 2012). It is likely that the high VEGF levels secreted by the RPE contribute to the persistent expression of CC1 in the choroidal endothelium.

The function of CC1 in the vascular endothelium appears to be rather different depending on whether physiological or pathological conditions dominate. For example, deletion of CC1 in the brain in healthy mice does not lead to vascular changes such as leakiness or edema (Ludewig et al. 2013). This is consistent with our observations in the retina or choroid of CC1-deficient mice. However, during experimental induced stroke CC1-deficient mice revealed a more severe blood brain barrier breakdown concomitant with increased cerebral edema (Ludewig et al. 2013). It is tempting to speculate that in ocular diseases associated with a breakdown of the blood-retinal barrier (BRB), such as age-related macular degeneration (outer BRB) or diabetic retinopathy (inner BRB), CC1 deficiency may also result in a deteriorated outcome.

### Expression of CC1 in immune cells

Other than endothelial cells, immune cells have also been reported in the literature to be a potent source of CC1 as summarized by Gray-Owen and Blumberg (Gray-Owen and Blumberg 2006): CEACAM1 expression in immune cells varies by cell type and activation status. While neutrophils, B cells and dendritic cells can constitutively express CC1, T cells display rather low CC1 levels when resting, with rapid surface mobilization upon activation by mitogens or cytokines, such as IL-2, IL-7, IL-15 (Moller et al. 1996; Donda et al. 2000; Boulton and Gray-Owen 2002). Natural killer (NK) cells do not express CC1 at rest but NK cells can rapidly upregulate it following stimulation. In this context CC1 has the ability to modulate immune responses (Gray-Owen and Blumberg 2006). In addition to its immunomodulatory functions, CEACAM1 has also been described as a receptor for several viral, bacterial, and fungal pathogens, including mouse hepatitis virus (MHV) in mice (Taguchi and Hirai-Yuki 2012; Kim et al. 2019). While microglial CC1 expression has not been described in the brain under homeostatic conditions or in pathological conditions such as stroke (Ludewig et al. 2013), we see pronounced expression of CC1 in retinal microglia or in myeloid cells in the choroid even without experimental manipulation. However, deletion of CC1 did not result in altered myeloid cell characteristics, neither in terms of cell morphology nor cell numbers, suggesting that the function of CC1 in resting retinal microglia is negligible.

### Implications of CC1 for ocular homeostasis and disease

Beyond its established roles in angiogenesis, CEACAM1 has also been implicated in both aging-related and inflammation-dependent cellular processes: Previous studies have shown that CEACAM1 expression can be modulated by pro-inflammatory cytokines, including TNF (Götz et al. 2025), and that increased CEACAM1 signaling has been associated with vascular aging and chronic inflammatory conditions (Kleefeldt et al. 2019; Götz et al. 2025). These findings suggest a role for CEACAM1 in inflammatory signaling, endothelial dysfunction, and tissue remodeling under pathological conditions. Given that chronic low-grade inflammation and age-associated tissue degeneration are central features of many retinal and choroidal diseases, these context-dependent functions of CEACAM1 may be particularly relevant in the diseased eye. In addition, the involvement of CEACAM1 in endothelial and barrier-associated responses (Kleefeldt et al. 2019) further supports its potential contribution to inflammatory microenvironmental changes during ocular disease conditions. Age-related macular degeneration (AMD), in particular its neovascular from, may represents such a condition. Neovascular AMD is one of the most common causes of blindness in the elderly population with its main feature being the development of choroidal neovascularization (CNV), concomitant with a breakdown of the outer blood retinal barrier (Guyer et al. 1986; Congdon et al. 2004; Wong et al. 2008). CNV are defined by the formation of new blood vessels that originate from the choroidal vasculature and grow into the subretinal space. This is usually accompanied by edema formation and hemorrhage, leading to rapid, severe and irreversible vision loss (Sulzbacher et al. 2017). Myeloid cells, such as resident microglia or infiltrating macrophages have been shown to modulate disease progression (Schlecht et al. 2020, 2021; Wolf et al. 2020) suggesting a strong endothelial-myeloid cell interaction during AMD. The dual cellular compartments where CEACAM1 is expressed in the eye, align precisely with these two communication partners during AMD. It is therefore reasonable to assume that CEACAM1 may well act as a potential mediator of neovascular age-related macular degeneration.

## Conclusion

In summary, this study shows that endothelial and myeloid cells are the predominant CEACAM1 expressing cells in the healthy retina and choroid. Deletion of CC1 did neither change vascular integrity, myeloid cell number or neuronal layer thickness in the retina nor choroidal structure or transcriptome. Our findings therefore suggest that the role of CC1 in the adult steady state is attenuated or can be compensated by other molecular mediators. However, one could speculate that CC1 could become functionally relevant in ocular diseases such as in neovascular age-related macular degeneration in which endothelial cells and myeloid cells are central regulators.

## Materials and methods

### Mice

All procedures conformed to the tenets of the National Institutes of Health Guidelines on the Care and Use of Animals in Research, the EU Directive 2010/63/E. The study is reported in accordance with ARRIVE guidelines. For experiments mice (obtained from the Institute of Anatomy and Cell Biology, Wuerzburg, Germany) carrying heterozygous deletion of Exon1 and 2 of *Ceacam1* gene (Leung et al. 2006) were mated to generate homozygous *Ceacam1* knockout mice and wild type control littermates. 

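Ceacam1 (ENSMUSG00000074272) is on the reverse strand of chromosome 7 of GRCm39. The GENCODE annotation used gives 25 transcripts of the gene. The canonical transcript has 8 exons and 3885 bases. Exon 1 spans 25176896 to 25177257 and exon 2 spans 25175769 to 25176128. These exons hold 722 bases, 18.6% of the canonical transcript, and 0 of the 25 annotated transcripts start after exon 2. The deposited values are given per gene, so reads from the exons that were not deleted are counted in the value of Ceacam1.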

Mice were bred on a C57BL/6J background and kept in cyclic light (12 h on/12 h off, lights on at 7 am, light intensity approx. 400 lx). Unless otherwise stated, mice were 6–8 weeks old and weighed 15–25 g. Both sexes were used for experiments and all mice were tested negatively for rd8 mutation.

### *In vivo* imaging

Fundus morphology, retinal structure and vasculature were investigated using fundus photography and fundus fluorescein angiography (FFA), as previously described (anesthesia: 100 mg ketamine/5 mg xylazine per kg bodyweight) (Lange et al. 2012). Fundus photography and FFA were performed using a Micron IV retinal microscope (Phoenix Technology Group, Campbell, CA, USA) and the StreamPix software v8.4.0 (Norpix Inc., Montreal, Canada) as described in (Zhang et al. 2021) For FFA, 10% sodium fluorescein (Alcon, Freiburg, Germany) was diluted to a concentration of 50 μL/mL in 0.9% sodium chloride for injection and administered intraperitoneally (2 μL/g). Ninety seconds after dye injection, the angiograms were recorded (Zhang et al. 2021).

### FITC Dextran perfusion

Before dextran perfusion, mice were killed by CO_2_ euthanasia. Afterwards, mice were perfused through the left ventricle with 1 mL of PBS containing 50 mg fluorescein isothiocyanate (FITC)–dextran (mol. wt., 2000 kDa; TdB Consultancy, Uppsala, Sweden) (Schlecht et al. 2017). The eyes were enucleated and fixed in 4% paraformaldehyde (PFA) for 2 h.

### Fluorescence microscopy

Prior to COL IV (2150–1470, Biorad, Germany 1:40), CD31 (77699, Cell Signaling, Danvers, MA, USA 1:200), IBA-1 (234009, Synaptic Systems, Göttingen, Germany, 1:500) and CEACAM1 (CC1 mAb, 1:100 (Williams et al. 1991; Rovituso et al. 2016)) staining, eyes were fixed for 4 h in 4% PFA, and embedded in paraffin, according to standard protocols. Paraffin sections (6 μm thick) were deparaffinized and washed using water. Sections were pretreated with boiling citrate buffer (1 × 10 min, pH 6). CEACAM1 staining was performed in combination with M.O.M. kit (Vector Laboratories, Newark, CA, USA). Images of paraffin sections were taken using an Axio Imager Z1 fluorescent microscope and Axiovision software v4.8 (Zeiss, Jena, Germany) or Leica TCS SP5 confocal microscope (Leica Camera AG, Wetzlar, Germany).

For flatmount staining, mice were perfused with phosphate-buffered saline (PBS) and 4% PFA, eyes were fixed in 4% PFA for 1 h on ice and processed for flatmounts, as previously described (Lange et al. 2012; Wang et al. 2013). Anti-mouse IBA-1 (Wako, 019–19741, Osaka, Japan) was added in a 1:500 dilution at 4 °C for 2 nights. A secondary antibody was applied in a dilution of 1:500 (Alexa Fluor® 488, Thermo Fisher Scientific, Waltham, MA, USA) overnight at 4 °C. Images of the mid-periphery of flatmounts were taken using an Axio Imager Z1 fluorescent microscope and appropriate Axiovision software v4.8 (Zeiss, Jena, Germany).

### Light microscopy and spider diagrams

Eyes were carefully enucleated and fixed for 24 h in Ito’s fixative (Braunger et al. 2013a). As described in Bielmeier et al. (2022), the eyes were marked with a thin, short metal needle at the superior limbus and embedded in Epon (Serva, Heidelberg, Germany). Semithin meridional sections (in nasal-temporal orientation) of 1.0 μm thickness were cut stretching through the optic nerve head (ONH) and the pupil. Sections were stained according to the Richardson’s protocol (Richardson et al. 1960) and images taken using an Axio Imager Z1 light/fluorescent microscope (Zeiss, Jena, Germany). The thickness of the outer nuclear layer (ONL) was measured at nine equidistant loci along the circumference of each hemisphere as described in (Braunger et al. 2013a, b, 2015; Boneva et al. 2016). The means and corresponding standard errors of the mean (SEM) were calculated for each measure point and the results were plotted as spider diagram using GraphPad Software, Version 6.0 (La Jolla, CA, USA).

### Fluorescence-activated cell sorting

Mice were euthanized by CO2 exposure followed by cardiac perfusion with 10 ml ice-cold PBS. For further analysis, eye cups of PBS-perfused mice were dissected to separate the retina from underlying RPE/choroid/sclera. For simplicity, the RPE/choroid/sclera complex will be referred to as 'chroid' in the following. First, the tissues were mechanically treated by repeatedly aspirating them with a pipette and dispensing them again. Then retinal or choroidal tissue was dissociated by resuspension followed by digestion using collagenase IV (100 U/µl Cell Systems, Troisdorf, Germany, LS004188) and DNase (10 U/µl Cell Systems, Troisdorf, Germany, LS006326) in DMEM/HEPES (37°C 30-45min) and then filtered. Dead cells were excluded by incubation in fixable viability dye 456 (1:1000, BD Horizon, Heidelberg, Germany, #562247) on ice for 15 min in the dark. Anti-CD16/CD32 Fc block (Invitrogen, Carlsbad, CA, USA #14–0161-82) was performed on ice for 15 min in the dark (1:200) to avoid unspecific binding. Afterwards, cells were stained with antibodies against CEACAM1 (1:100 mouse antibody (Williams et al. 1991; Rovituso et al. 2016)), CD11b (Invitrogen, Carlsbad, CA, USA, 25–0112-82 1:200), CD31 (Invitrogen, Carlsbad, CA, USA, 25–0311-82 1:200) on ice for 30 min in the dark. Following staining, cells were washed and analyzed using FACS Canto (BD Biosciences, Heidelberg, Germany) and flowjo analysis software version 9 (Waters Biosciences, Ashland, OR, USA).

### RNA extraction

Total RNA was extracted from mouse choroid tissue preserved in RNAlater buffer using the *RNeasy Micro Kit* (QIAGEN, Hilden, Germany), following the manufacturer’s instructions for “Purification of total RNA from animal and human tissue.” In short, samples were kept in RNAlater and transported at 2–8 °C. The tissue was centrifuged at 5,000 × g for 5 min, after which the preservative was removed. The pellet was then lysed and homogenized in 350 µl of RLT buffer supplemented with 1% β-mercaptoethanol, using Precellys CK14 ceramic beads (one 15 s cycle at 5500 rpm) in a Precellys 24 Homogenizer (Bertin Corp., Rockville, MD, USA). The homogenate was centrifuged at 20,000 × g for 2 min, and 350 µl of the cleared supernatant was transferred into a fresh tube. An equal volume of 70% ethanol was added, and the mixture was applied to an RNeasy MinElute spin column. After on-column DNase treatment and several wash steps, RNA was eluted in 14 µl of nuclease-free water. The quality and integrity of the isolated RNA were determined using the Agilent 2100 Bioanalyzer together with the RNA 6000 Nano LabChip kit (Agilent, Palo Alto, CA, USA).

### RNA sequencing

Library preparation and RNA sequencing were performed following the *SMART-Seq mRNA LP User Manual* (Takara Bio, Inc., Kusatsu, Japan), the *Illumina NextSeq 2000 Sequencing System Guide* (Illumina, Inc., San Diego, CA, USA), and the *KAPA Library Quantification Kit Protocol* (Roche Sequencing Solutions, Inc, Pleasanton, CA, USA.). Briefly, 10 ng of total RNA was used for first-strand cDNA synthesis. Double-stranded cDNA was amplified by 8 cycles of LD-PCR and purified with magnetic beads. Approximately 500 pg of cDNA was enzymatically fragmented, ligated to stem-loop adapters, and PCR-amplified (14 cycles) with unique dual indexes (UDIs). Libraries were purified, quantified with the KAPA kit, and pooled in equimolar amounts. Sequencing was performed on an Illumina NextSeq 2000 using a 100-cycle P3 Flow Cell in paired-end dual-index mode. Image analysis and base calling were conducted with RTA v3.10.30, and.cbcl files were converted to.fastq using bcl2fastq v2.20.

### Bioinformatics

FastQ files were quality checked with FastQC v0.11.5 (Andrews 2010). All files passed QC. The reads were pseudo-aligned against Ensembl *Mus musculus* GRCm39 release vM35 and quantified using salmon v1.10.3 (Patro et al. 2017). Samples were screened for outliers using a combined PCA and clustering analysis. To this end, counts were imported using tximport v1.32.0 (Soneson et al. 2015) into DESeq2 v1.44.0 (Love et al. 2014) and an intercept matrix of all samples was computed. This matrix was corrected for sex of the mice using limma v3.60.6 (Ritchie et al. 2015). A sample was defined as an outlier if it was outside a 68% probability ellipse in PCA analysis (Marini and Binder 2019) and was outside a −2.5 standardized connectivity cutoff of an Euclidean distance matrix of all samples (Oldham et al. 2012). This procedure identified 1 outlier sample, which was removed from the subsequent evaluation. 

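The screen by standardized connectivity was repeated on the 8 libraries without laser, from Euclidean distances between log2 values. The lowest standardized connectivity was -1.23, in Ceacam1-/- library 23, followed by -1.21 in Ceacam1-/- library 25. With 8 libraries a standardized value cannot fall below -2.47, so the limit of -2.5 cannot be reached and the screen cannot exclude a library. On residuals after the summed Y-linked genes as a covariate, library 23 had the lowest value, -2.003. Over all 24 deposited libraries, which include laser-treated mice, the lowest value was -2.46, in laser-treated Ceacam1-/- library 14, where the lowest possible is -4.69. The sex of the mice is not given for the libraries and was not inferred, although the summed Y-linked genes were either at most 39.2 or at least 4777 normalized counts. The probability ellipse of the principal component analysis was not analysed here.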

Final group distribution for the evaluation was as follows: Wild type *N* = 4; *Ceacam1*^−/−^ *N* = 4. Transcriptional dysregulation was computed as above with the exception of using a design matrix that included sex of the mice as a covariate and genotype as the variable of interest. Ashr was used as the fold change shrinkage estimator (Stephens 2017). DESeq2 analysis files are available as supplementary information files Scripts are available upon request.

### Statistical analysis

Statistical analysis (t-test) was performed using the software GraphPad Prism (GraphPad Software, Version 6.0, La Jolla, CA, USA). Differences were considered to be statistically significant for *P*-values < 0.05.

## Supplementary Information

Below is the link to the electronic supplementary material.

Supplementary Figure 1: Deletion of CC1 in retina and choroid. A, B: Retinal (A) and choroidal (B) mRNA expression of Ceacam1 in 2-4 month-old wild type and Ceacam1-/- mice. Data are means ± SD. (retina: wild type n = 3 and Ceacam1-/- n = 5; choroid: wild type n = 6 and Ceacam1-/- n = 6), *** p ≤ 0.001. C : CC1 (green, arrows) and COL IV (red, arrowheads) double labelling of 3 months old wild type and Ceacam1-/- eyes. Nuclei are DAPI-stained (blue). GCL = ganglion cell layer, INL = inner nuclear layer, ONL = outer nuclear layer. (PNG 689 KB)

High Resolution Image

Supplementary Figure 2: Representative FACS plots for gating strategy and isotype controls. A representative flow cytometry gating strategy for analyzing CEACAM1 expression in myeloid and endothelial cells of the retina (A-D) and choroid (E-H). First, cells were identified based on FSC-A/SSC-A, then singlets were selected using FSC-H/FSC-A, and live cells were gated using live/dead cell staining. Next, endothelial cells (CD31+) (A, E) or myeloid cells (CD11b+) (C, G) were identified, and CEACAM1 expression was analyzed in comparison to the respective isotype control. The histograms show the distribution of CEACAM1-positive endothelial (B, F) or myeloid cells (D, H). (PNG 674 KB)

High Resolution Image

## Data Availability

RNA Sequencing Data is available from GEO with the accession number GSE307521.

## References

[CR1] Andrews S (2010) FastQC: a quality control tool for high throughput sequence data. Available only online at: http://www.bioinformatics.babraham.ac.uk/projects/fastqc

[CR2] Beauchemin N, Arabzadeh A (2013) Carcinoembryonic antigen-related cell adhesion molecules (CEACAMs) in cancer progression and metastasis. Cancer Metastasis Rev 32:643–671. 10.1007/s10555-013-9444-623903773 10.1007/s10555-013-9444-6

[CR3] Beauchemin N, Draber P, Dveksler G et al (1999) Redefined nomenclature for members of the carcinoembryonic antigen family. Exp Cell Res 252:243–249. 10.1006/excr.1999.461011501563 10.1006/excr.1999.4610

[CR4] Bielmeier CB, Schmitt SI, Kleefeldt N et al (2022) Deficiency in retinal TGFβ signaling aggravates neurodegeneration by modulating pro-apoptotic and MAP kinase pathways. Int J Mol Sci 23:2626. 10.3390/ijms2305262635269767 10.3390/ijms23052626PMC8910086

[CR5] Boneva SK, Groß TR, Schlecht A et al (2016) Cre recombinase expression or topical tamoxifen treatment do not affect retinal structure and function, neuronal vulnerability or glial reactivity in the mouse eye. Neuroscience 325:188–201. 10.1016/j.neuroscience.2016.03.05027026593 10.1016/j.neuroscience.2016.03.050

[CR6] Boulton IC, Gray-Owen SD (2002) Neisserial binding to CEACAM1 arrests the activation and proliferation of CD4+ T lymphocytes. Nat Immunol 3:229–236. 10.1038/ni76911850628 10.1038/ni769

[CR7] Braunger BM, Ohlmann A, Koch M et al (2013a) Constitutive overexpression of Norrin activates Wnt/β-catenin and endothelin-2 signaling to protect photoreceptors from light damage. Neurobiol Dis 50:1–12. 10.1016/j.nbd.2012.09.00823009755 10.1016/j.nbd.2012.09.008

[CR8] Braunger BM, Pielmeier S, Demmer C et al (2013b) TGF-β signaling protects retinal neurons from programmed cell death during the development of the mammalian eye. J Neurosci 33:14246–14258. 10.1523/JNEUROSCI.0991-13.201323986258 10.1523/JNEUROSCI.0991-13.2013PMC6618509

[CR9] Braunger BM, Leimbeck SV, Schlecht A et al (2015) Deletion of ocular transforming growth factor β signaling mimics essential characteristics of diabetic retinopathy. Am J Pathol 185:1749–1768. 10.1016/j.ajpath.2015.02.00725857227 10.1016/j.ajpath.2015.02.007

[CR10] Congdon N, O’Colmain B, Klaver CCW et al (2004) Causes and prevalence of visual impairment among adults in the United States. Arch Ophthalmol 122:477–485. 10.1001/archopht.122.4.47715078664 10.1001/archopht.122.4.477

[CR11] Donda A, Mori L, Shamshiev A et al (2000) Locally inducible CD66a (CEACAM1) as an amplifier of the human intestinal T cell response. Eur J Immunol 30:2593–2603. 10.1002/1521-4141(200009)30:9<2593::AID-IMMU2593>3.0.CO;2-011009093 10.1002/1521-4141(200009)30:9<2593::AID-IMMU2593>3.0.CO;2-0

[CR12] Ergün S, Kilik N, Ziegeler G et al (2000) CEA-related cell adhesion molecule 1. Mol Cell 5:311–320. 10.1016/s1097-2765(00)80426-810882072 10.1016/s1097-2765(00)80426-8

[CR13] Ford KM, Saint-Geniez M, Walshe T et al (2011) Expression and role of VEGF in the adult retinal pigment epithelium. Invest Ophthalmol Vis Sci 52:9478–9487. 10.1167/iovs.11-835322058334 10.1167/iovs.11-8353PMC3250352

[CR14] Götz L, Rueckschloss U, Ergün S, Kleefeldt F (2024) CEACAM1 in vascular homeostasis and inflammation. Eur J Clin Invest 54(Suppl 2):e14345. 10.1111/eci.1434539674877 10.1111/eci.14345PMC11646292

[CR15] Götz L, Rueckschloss U, Reimer A et al (2025) Vascular inflammaging: endothelial CEACAM1 expression is upregulated by TNF-α via independent activation of NF-κB and β-catenin signaling. Aging Cell 24:e14384. 10.1111/acel.1438439434463 10.1111/acel.14384PMC11822634

[CR16] Gray-Owen SD, Blumberg RS (2006) CEACAM1: contact-dependent control of immunity. Nat Rev Immunol 6:433–446. 10.1038/nri186416724098 10.1038/nri1864

[CR17] Guyer DR, Fine SL, Maguire MG et al (1986) Subfoveal choroidal neovascular membranes in age-related macular degeneration. Visual prognosis in eyes with relatively good initial visual acuity. Arch Ophthalmol 104:702–705. 10.1001/archopht.1986.010501700920292423062 10.1001/archopht.1986.01050170092029

[CR18] Hammarström S (1999) The carcinoembryonic antigen (CEA) family: structures, suggested functions and expression in normal and malignant tissues. Semin Cancer Biol 9:67–81. 10.1006/scbi.1998.011910202129 10.1006/scbi.1998.0119

[CR19] Ieda J, Yokoyama S, Tamura K et al (2011) Re-expression of CEACAM1 long cytoplasmic domain isoform is associated with invasion and migration of colorectal cancer. Int J Cancer 129:1351–1361. 10.1002/ijc.2607221413011 10.1002/ijc.26072

[CR20] Kang W-Y, Chen W-T, Wu M-T, Chai C-Y (2007) The expression of CD66a and possible roles in colorectal adenoma and adenocarcinoma. Int J Colorectal Dis 22:869–874. 10.1007/s00384-006-0247-x17143599 10.1007/s00384-006-0247-x

[CR21] Kilic N, Oliveira-Ferrer L, Wurmbach J-H et al (2005) Pro-angiogenic signaling by the endothelial presence of CEACAM1. J Biol Chem 280:2361–2369. 10.1074/jbc.M40940720015536067 10.1074/jbc.M409407200

[CR22] Kim WM, Huang Y-H, Gandhi A, Blumberg RS (2019) CEACAM1 structure and function in immunity and its therapeutic implications. Semin Immunol 42:101296. 10.1016/j.smim.2019.10129631604530 10.1016/j.smim.2019.101296PMC6814268

[CR23] Kleefeldt F, Bömmel H, Broede B et al (2019) Aging-related carcinoembryonic antigen-related cell adhesion molecule 1 signaling promotes vascular dysfunction. Aging Cell 18:e13025. 10.1111/acel.1302531389127 10.1111/acel.13025PMC6826129

[CR24] Kurihara T, Westenskow PD, Bravo S et al (2012) Targeted deletion of Vegfa in adult mice induces vision loss. J Clin Invest 122:4213–4217. 10.1172/JCI6515723093773 10.1172/JCI65157PMC3484459

[CR25] Lange CAK, Luhmann UFO, Mowat FM et al (2012) Von Hippel-Lindau protein in the RPE is essential for normal ocular growth and vascular development. Development 139:2340–2350. 10.1242/dev.07081322627278 10.1242/dev.070813PMC3367444

[CR26] Lauke H (2004) Expression of carcinoembryonic antigen-related cell adhesion molecule-1 (CEACAM1) in normal human Sertoli cells and its up-regulation in impaired spermatogenesis. Mol Hum Reprod 10:247–252. 10.1093/molehr/gah02014985475 10.1093/molehr/gah020

[CR27] Leung N, Turbide C, Olson M et al (2006) Deletion of the carcinoembryonic antigen-related cell adhesion molecule 1 (Ceacam1) gene contributes to colon tumor progression in a murine model of carcinogenesis. Oncogene 25:5527–5536. 10.1038/sj.onc.120954116619040 10.1038/sj.onc.1209541

[CR28] Ling Y, Wang J, Wang L et al (2015) Roles of CEACAM1 in cell communication and signaling of lung cancer and other diseases. Cancer Metastasis Rev 34:347–357. 10.1007/s10555-015-9569-x26081722 10.1007/s10555-015-9569-x

[CR29] Love MI, Huber W, Anders S (2014) Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol 15:550. 10.1186/s13059-014-0550-825516281 10.1186/s13059-014-0550-8PMC4302049

[CR30] Ludewig P, Sedlacik J, Gelderblom M et al (2013) Carcinoembryonic antigen-related cell adhesion molecule 1 Inhibits MMP-9–Mediated blood–brain–barrier breakdown in a mouse model for ischemic stroke. Circ Res 113:1013–1022. 10.1161/CIRCRESAHA.113.30120723780386 10.1161/CIRCRESAHA.113.301207

[CR31] Ludewig P, Flachsbarth K, Wegscheid C et al (2014) CEACAM1 confers resistance toward oxygen-induced vessel damage in a mouse model of retinopathy of prematurity. Invest Ophthalmol Vis Sci 55:7950–7960. 10.1167/iovs.13-1340325406283 10.1167/iovs.13-13403

[CR32] Marini F, Binder H (2019) PcaExplorer: an R/Bioconductor package for interacting with RNA-seq principal components. BMC Bioinformatics 20:331. 10.1186/s12859-019-2879-131195976 10.1186/s12859-019-2879-1PMC6567655

[CR33] Moller MJ, Kammerer R, Grunert F, von Kleist S (1996) Biliary glycoprotein (BGP) expression on T cells and on a natural-killer-cell sub-population. Int J Cancer 65:740–745. 10.1002/(SICI)1097-0215(19960315)65:6<740::AID-IJC5>3.0.CO;2-Z8631584 10.1002/(SICI)1097-0215(19960315)65:6<740::AID-IJC5>3.0.CO;2-Z

[CR34] Muturi HT, Ghadieh HE, Abdolahipour R et al (2023) Loss of CEACAM1 in endothelial cells causes hepatic fibrosis. Metabolism 144:155562. 10.1016/j.metabol.2023.15556237088122 10.1016/j.metabol.2023.155562PMC10330196

[CR35] Oldham MC, Langfelder P, Horvath S (2012) Network methods for describing sample relationships in genomic datasets: application to Huntington’s disease. BMC Syst Biol 6:63. 10.1186/1752-0509-6-6322691535 10.1186/1752-0509-6-63PMC3441531

[CR36] Patro R, Duggal G, Love MI et al (2017) Salmon provides fast and bias-aware quantification of transcript expression. Nat Methods 14:417–419. 10.1038/nmeth.419728263959 10.1038/nmeth.4197PMC5600148

[CR37] Richardson KC, Jarett L, Finke EH (1960) Embedding in epoxy resins for ultrathin sectioning in electron microscopy. Stain Technol 35:313–323. 10.3109/1052029600911475413741297 10.3109/10520296009114754

[CR38] Ritchie ME, Phipson B, Wu D et al (2015) limma powers differential expression analyses for RNA-sequencing and microarray studies. Nucleic Acids Res 43:e47. 10.1093/nar/gkv00725605792 10.1093/nar/gkv007PMC4402510

[CR39] Rovituso DM, Scheffler L, Wunsch M et al (2016) CEACAM1 mediates B cell aggregation in central nervous system autoimmunity. Sci Rep 6:29847. 10.1038/srep2984727435215 10.1038/srep29847PMC4951702

[CR40] Rueckschloss U, Kuerten S, Ergün S (2016) The role of CEA-related cell adhesion molecule-1 (CEACAM1) in vascular homeostasis. Histochem Cell Biol 146:657–671. 10.1007/s00418-016-1505-927695943 10.1007/s00418-016-1505-9

[CR41] Saint-Geniez M, Kurihara T, Sekiyama E et al (2009) An essential role for RPE-derived soluble VEGF in the maintenance of the choriocapillaris. Proc Natl Acad Sci U S A 106:18751–18756. 10.1073/pnas.090501010619841260 10.1073/pnas.0905010106PMC2774033

[CR42] Sawa H, Kamada K, Sato H et al (1994) C-CAM expression in the developing rat central nervous system. Brain Res Dev Brain Res 78:35–43. 10.1016/0165-3806(94)90006-x8004772 10.1016/0165-3806(94)90006-x

[CR43] Schlecht A, Leimbeck SV, Jägle H et al (2017) Deletion of endothelial transforming growth factor-β signaling leads to choroidal neovascularization. Am J Pathol 187:2570–2589. 10.1016/j.ajpath.2017.06.01828823871 10.1016/j.ajpath.2017.06.018

[CR44] Schlecht A, Zhang P, Wolf J et al (2020) Secreted phosphoprotein 1 expression in retinal mononuclear phagocytes links murine to human choroidal neovascularization. Front Cell Dev Biol 8:618598. 10.3389/fcell.2020.61859833585455 10.3389/fcell.2020.618598PMC7876283

[CR45] Schlecht A, Thien A, Wolf J et al (2021) Immunosenescence in choroidal neovascularization (CNV)-transcriptional profiling of naïve and CNV-associated retinal myeloid cells during aging. Int J Mol Sci 22:13318. 10.3390/ijms22241331834948115 10.3390/ijms222413318PMC8707893

[CR46] Soneson C, Love MI, Robinson MD (2015) Differential analyses for RNA-seq: transcript-level estimates improve gene-level inferences. F1000Res 4:1521. 10.12688/f1000research.7563.226925227 10.12688/f1000research.7563.1PMC4712774

[CR47] Stephens M (2017) False discovery rates: a new deal. Biostatistics 18:275–294. 10.1093/biostatistics/kxw04127756721 10.1093/biostatistics/kxw041PMC5379932

[CR48] Sulzbacher F, Pollreisz A, Kaider A et al (2017) Identification and clinical role of choroidal neovascularization characteristics based on optical coherence tomography angiography. Acta Ophthalmol 95:414–420. 10.1111/aos.1336428133946 10.1111/aos.13364

[CR49] Taguchi F, Hirai-Yuki A (2012) Mouse hepatitis virus receptor as a determinant of the mouse susceptibility to MHV infection. Front Microbiol 3. 10.3389/fmicb.2012.0006810.3389/fmicb.2012.00068PMC328577122375141

[CR50] Thöm I, Schult-Kronefeld O, Burkholder I et al (2009) Expression of CEACAM-1 in pulmonary adenocarcinomas and their metastases. Anticancer Res 29:249–25419331157

[CR51] Wang X, Abraham S, McKenzie JAG et al (2013) LRG1 promotes angiogenesis by modulating endothelial TGFß signalling. Nature 499. 10.1038/nature1234510.1038/nature12345PMC383640223868260

[CR52] Williams RK, Jiang GS, Holmes KV (1991) Receptor for mouse hepatitis virus is a member of the carcinoembryonic antigen family of glycoproteins. Proc Natl Acad Sci U S A 88:5533–5536. 10.1073/pnas.88.13.55331648219 10.1073/pnas.88.13.5533PMC51911

[CR53] Wolf A, Herb M, Schramm M, Langmann T (2020) The TSPO-NOX1 axis controls phagocyte-triggered pathological angiogenesis in the eye. Nat Commun 11:2709. 10.1038/s41467-020-16400-832483169 10.1038/s41467-020-16400-8PMC7264151

[CR54] Wong TY, Wong T, Chakravarthy U et al (2008) The natural history and prognosis of neovascular age-related macular degeneration. Ophthalmology 115(1):116. 10.1016/j.ophtha.2007.03.00817675159 10.1016/j.ophtha.2007.03.008

[CR55] Yang C, He P, Liu Y et al (2015) Down-regulation of CEACAM1 in breast cancer. Acta Biochim Biophys Sin (Shanghai) 47:788–794. 10.1093/abbs/gmv07526341981 10.1093/abbs/gmv075

[CR56] Zhang P, Schlecht A, Wolf J et al (2021) The role of interferon regulatory factor 8 for retinal tissue homeostasis and development of choroidal neovascularisation. J Neuroinflammation 18:215. 10.1186/s12974-021-02230-y34544421 10.1186/s12974-021-02230-yPMC8454118

How the deposited data were processed for this re-analysis (not part of the article)

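Choroidal RNA was sequenced in 24 libraries. Of these, 4 came from wild type and 4 from Ceacam1-/- mice without laser, the comparison of the paper, and 9 from wild type and 7 from Ceacam1-/- mice after laser treatment. The authors made SMART-Seq libraries, pseudo-aligned the reads with salmon to GRCm39, imported them with tximport into DESeq2, removed 1 outlier library and tested genotype with the sex of the mice as a covariate and ashr shrinkage of fold changes. The paper's text does not name the outlier, does not say over which libraries the normalization was computed and does not describe the laser-treated mice.

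The deposited signal values are normalized counts for 56065 genes, which the authors made by dividing the estimated reads of a gene by factors for library size and for average transcript length. Of these genes, 40409 were above 0 in at least 1 library. Positions and gene types were taken from the annotation, which matched 99.1% of the gene identifiers. Reads could not be recovered, because between 31.7% and 77.0% of the values below 5 reads lay within 5% of a whole multiple of the value of 1 read. Tests on recovered reads with DESeq2 or edgeR were therefore not run. Values summed to between 23717571 and 28563124 in wild type laser libraries (median 26057571) and between 23704346 and 25940731 in Ceacam1-/- laser libraries (median 25282017), about 24400000 to 33300000 and 23700000 to 28500000 reads. Lars2 took the largest share of the values in every library, from 1.26% to 8.79%.

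Groups were taken from the sample labels. Differences were tested with limma 3.58.1 in R 4.3.3, with a trend of the variance on the mean, on log2 of the value plus a pseudocount of 1. Genes with a mean normalized count of at least 10 over the libraries of the fit were tested, and p was adjusted by the Benjamini-Hochberg method with a threshold of 0.05. Genotype was compared in the 8 libraries without laser (20057 genes) and in the 16 with laser (19757 genes). Laser was compared in each genotype, with the interaction of laser and genotype, in a model of all 24 libraries (19950 genes). The sex of the mice is not given by the labels and was not inferred. As an alternative, log2 of the summed Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty was a continuous covariate.

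Single genes were also compared by two-sided exact permutation tests. The distance between genotypes was tested by a one-sided exact permutation over 35 splits. Genes within 10 Mb of Ceacam1 were compared with 10000 windows of as many neighbouring genes on other chromosomes, by the median absolute moderated t. Parents of processed pseudogenes were sought by sequence, with an identity of at least 85% over at least 80% of the pseudogene. Lists of endothelial, myeloid, RPE, photoreceptor, lens, muscle, VEGF and CNV genes were tested with limma's camera at a preset correlation of 0.01, with fry, and with camera at an estimated correlation. Lists of surface epithelium and inner retina genes were written after the values were seen. Other splits of the libraries were enumerated or, above 100, drawn 100 times. Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9 was used for tables and figures.

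Genes were named by a rule. It takes Ceacam1, Ceacam2, the protein-coding genes of Fig. 4e, the markers and VEGF genes of the paper, the sex-linked genes, and for each comparison the 5 genes of lowest p in each direction among those past the threshold, or the 3 of lowest p where none passed. Rpl31-ps8, Akt2-ps, Akt2 and Hnrnpl were chosen after their values were seen, as were Tescl, Apoc2, Mrps12 and Gm45246 wherever they are named outside the comparison that called them. The labels of Fig. 4e were read by eye. The readings Gm19607 and Gm29069 matched no gene. Gm43302 was set aside as not legible after its values, which did not go in the figure's direction, were seen. With Gm43302, which was above 0 in 6 libraries, included, 49 of 57 genes were above 0 in at most 2 libraries.

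Alternatives were pseudocounts of 0.5 and 10, no filter, a mean of at least 50, quantile normalization, upper-quartile scaling, limma without trend and with robust variances, array weights, the Y-linked covariate, other sets of libraries in the fit, and leaving out each library without laser in turn. Scores of photoreceptor and surface epithelium genes as covariates, and fry with the photoreceptor score, were chosen after seeing the data. The method was tested on simulated data by changing 200 genes by a known amount. With 4 libraries against 4, limma called 0 of the 200 at a log2 change of 1, 86 at 2 and 171 at 4. With 9 against 7 it called 69, 157 and 186. Enrichment of gene ontology terms and the immunostaining, flow cytometry and PCR data were not analysed here. The values of 1 protein-coding gene tested are not reported here.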

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

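The splits of the libraries for counts of genes by adjusted p, except the interaction, were set beforehand. The splits for lists, for the interaction and for unadjusted counts, and the tests of covariates and of one list against others, were chosen after the results were seen.

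Laser-treated choroids, which the paper's text does not report, differed from choroids without laser. In wild type mice 1053 genes had an adjusted p under 0.05 from limma with Benjamini-Hochberg adjustment, 844 higher and 209 lower with laser, and 1 of 100 splits of the 13 wild type libraries, the real one, gave as many. In Ceacam1-/- mice 742 genes passed, 413 higher and 329 lower, and 6 of 100 splits of the 11 libraries gave as many, so other groupings of these libraries reach this count too. Without library 25 the count in Ceacam1-/- mice was 148 (133 higher and 15 lower), and without library 24 it was 255 (214 and 41). Without library 23 it was 2488 (1135 and 1353). In wild type mice it was 479 without library 21 and 554 without library 27. Both genotypes shared 341 genes, all changed in the same direction. Both contrasts used 1 model of all 24 libraries with a common estimate of the spread, so calls in the 2 genotypes are not independent. With only the libraries compared in the fit, 2274 genes passed in wild type and 38 in Ceacam1-/- mice (36 higher and 2 lower). Neither the labels nor the paper's text name a batch.

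Among the genes of lowest p, Serpina3n rose by a log2 fold change of 4.80 in wild type and 3.52 in Ceacam1-/- mice, and Timp1 by 4.69 and 4.23. In wild type mice Adam8 rose by 3.32 and F10 by 4.55, and Slc25a47, Rcan2, Hsf1, St3gal3 and Retreg1 changed by -1.22, -1.59, -0.61, -0.93 and -1.58. In Ceacam1-/- mice Sirpb1c rose by 5.66 and Madcam1 by 3.65, and Grb14, Sec14l5, Dok7, Limch1 and Retreg1 changed by -2.43, -2.51, -1.86, -1.05 and -1.84. With only the libraries compared in the fit, Sec14l5, Dok7, Limch1 and Retreg1 did not pass (adjusted p of 0.0731, 0.0904, 0.128 and 0.0838 from limma). Genes with few normalized counts without laser moved with the alternatives, F10 from 3.00 to 5.01, Sirpb1c from 3.33 to 6.32 and Madcam1 from 2.01 to 4.13. F7 was above 0 in 3 of the 8 libraries without laser, with at most 3.35 normalized counts, and had 191 ± 83.4 (SD, n = 9) in wild type and 114 ± 77.2 (SD, n = 7) in Ceacam1-/- mice with laser.

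The list of CNV genes rose with laser by a median log2 fold change of 2.91 in wild type and 2.31 in Ceacam1-/- mice, with 13 of 14 genes higher in each. The myeloid list rose by 2.21, with 15 of 15 genes higher, and by 1.55, with 14 of 15. No gene of these lists was listed at 0 throughout a group, and the lists share Cd68. By camera, 6 of 8 lists passed in wild type and 6 in Ceacam1-/- mice, and 6 and 25 of 100 splits gave as many. By fry, CNV and myeloid passed in both genotypes, and muscle also in Ceacam1-/- mice (median -2.02). With an estimated correlation, CNV and myeloid passed in wild type and CNV in Ceacam1-/- mice. The other medians in wild type mice were 0.39 for endothelial, 0.29 for RPE, -1.34 for photoreceptor, 1.52 for lens, -0.89 for muscle and 0.22 for VEGF genes. In Ceacam1-/- mice they were -0.39, -0.84, 2.15, 1.68, -2.02 and -0.39. With the photoreceptor score as a covariate the CNV list still rose by 2.65 and 2.70 and the myeloid list by 2.05 and 1.599, and both passed by fry in both genotypes, which argues against a different share of photoreceptors as the whole cause. The lowest mean log2 value of the CNV list in a laser library was 11.15, above the highest without laser, 10.19. A lower share of the main tissue dissected, such as muscle, would raise the other lists alike, but the mean log2 value rose beyond the mean of the endothelial and RPE lists by 2.54 (exact permutation p = 0.0014) and 3.22 (exact permutation p = 0.00303) for the CNV list and by 1.76 and 2.08 for the myeloid list in wild type and Ceacam1-/- mice, which argues against it as the whole cause. A response to laser and more myeloid cells or other tissue that carries these genes stay open.

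The effect of laser on 7 of the 8 lists differed between the genotypes by camera. The photoreceptor list had a median interaction of 3.61, and the endothelial, myeloid, RPE, muscle, VEGF and CNV lists had medians of -0.81, -0.67, -1.30, -1.10, -0.62 and -0.51. By fry and with an estimated correlation 0 lists passed, and 8 of 100 assignments of genotype gave as many by camera. With the photoreceptor score as a covariate, which was chosen after seeing the data, 1 list passed. A different share of photoreceptors between libraries may account for part of these differences. The photoreceptor list had mean log2 values of 15.8, 14.9 and 15.7 in Ceacam1-/- laser libraries 14, 15 and 18. In the rest of that group it had 9.13 to 13.0. Libraries 14, 15 and 18 were also the lowest of the group in the endothelial, myeloid, RPE, VEGF and CNV lists. No laser library was left out in turn, so the weight of these libraries was not tested. For single genes 0 passed in the interaction, with 1241 at an unadjusted p under 0.05, which 26 of 100 assignments of genotype reached. For the adjusted count of 0, which any assignment reaches, it was 100 of 100. The lowest p belonged to Adamts18 (3.71), Inpp5d (-2.01) and Rpl17-ps9 (4.67), each with an adjusted p of 0.640, which over the alternatives ranged from 0.159 to 1.00.

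Between genotypes with laser 4 genes had an adjusted p under 0.05 from limma. Tescl had 0.795 ± 1.58 normalized counts in wild type and 28.4 ± 10.4 in Ceacam1-/- mice, Gm45246 had 1.89 ± 4.35 and 25.5 ± 9.35, Apoc2 had 297 ± 121 and 42.9 ± 21.1, and Mrps12 had 917 ± 147 and 458 ± 55.5 (SD, n = 9 and n = 7). The log2 fold changes of Apoc2 and Mrps12 were -2.82 and -0.99, both with an adjusted p of 0.00188. Those of Tescl and Gm45246 were 4.31 and 3.80, with adjusted p of 0.00104 and 0.00875, and moved with the pseudocount, from 1.80 to 5.10 and from 1.59 to 4.42. As many genes were reached in 3 of 100 splits of the 16 libraries. At an unadjusted p under 0.05 there were 4479 genes, 22.7% of those tested, and 3 of 100 splits gave as many.

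Y-linked genes summed to over 1000 normalized counts in 5 of 9 wild type and 1 of 7 Ceacam1-/- laser libraries. With the Y-linked covariate, there were 2196 genes (11.1%) at an unadjusted p under 0.05, and 12 of 100 splits gave as many. With the photoreceptor score as a covariate there were 1481 (7.50%), and again 12 of 100 splits gave as many. Unequal numbers of libraries with Y-linked signal or a different share of photoreceptors may underlie part of the unadjusted differences. These and genotype cannot be told apart, because both counts lie above 5% of the genes tested but within what other splits gave. With either covariate 3 genes passed the adjusted threshold, and 1 of 100 splits gave as many. Gm45246 did not pass, with an adjusted p from limma of 0.171 with the Y-linked covariate and 0.0975 with the photoreceptor score.

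Some libraries lay far from the rest of their group, measured by the gap to the nearest other library as a fraction of the range. Among 197 values tested there were 10 of these, and chance gives 9.8. For genes the fractions were 0.651 for Ceacam1 in wild type laser library 19, 0.701 for Gm45246 in wild type laser library 2, 0.766 for Slc25a47 in Ceacam1-/- laser library 6, 0.864 for Timp1 in Ceacam1-/- library 23 without laser and 1.00 for F7 in Ceacam1-/- library 25 without laser. For lists they were 0.860 for lens in wild type library 22 and 0.906 for lens in Ceacam1-/- library 24, both without laser, 0.655 for lens in Ceacam1-/- laser library 18, 0.600 for muscle in Ceacam1-/- laser library 14 and 0.906 for VEGF in Ceacam1-/- library 23 without laser. Wild type laser library 19 also had the highest mean log2 value of surface epithelium genes in its group, 12.8 against 10.1 for the next, and over the 24 libraries Ceacam1 followed this list (Pearson's r = 0.782). Apart from the surface epithelium list for Ceacam1, no biological explanation was tested for these libraries.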

How the results depend on the processing

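Alternatives were set before the data were examined, except the photoreceptor and surface epithelium covariates and the list tests by genotype with laser, which were chosen after seeing the data. DESeq2 and edgeR were not run, because reads were not recovered. No paired analysis was possible because no library number occurs in more than 1 group. Except where stated, the cause of a change was not tested.

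By genotype without laser 0 genes passed (307 at an unadjusted p under 0.05), and 1 gene passed under upper-quartile scaling, under limma without trend and with array weights. Across the 8 fits that each left out 1 library, 0 to 1 genes passed, 1 without library 24, and from 150 (without library 27) to 1752 (without library 23) had an unadjusted p under 0.05. By genotype with laser 4 genes passed, against 2 with a mean normalized count of at least 50, 297 with array weights and 9 with all 24 libraries in one fit. The stricter mean leaves fewer genes to test. By laser in wild type mice 1053 genes passed, against 6505 with array weights and 2274 with only the libraries compared, and from 479 to 897 across the 4 fits that each left out 1 library. By laser in Ceacam1-/- mice 742 passed, against 437 with no filter, 3551 with array weights and 38 with only the libraries compared, and from 148 to 2488 across 4 such fits. The interaction had 0 genes past the threshold under all alternatives. Its count at an unadjusted p under 0.05, 1241, ranged from 316 with the photoreceptor covariate to 3891 without library 23.

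Of the 8 lists, camera called 1 by genotype without laser, 7 by genotype with laser, 6 by laser in wild type, 6 by laser in Ceacam1-/- mice and 7 in the interaction. With fry these were 0, 0, 2, 3 and 0, with an estimated correlation 0, 0, 2, 1 and 0, and with fry and the photoreceptor covariate, also chosen after seeing the data, 0, 0, 3, 2 and 0. With camera and the photoreceptor covariate they were 1, 3, 3, 4 and 1, and the list called by genotype without laser was muscle (median -0.82, adjusted p 0.000233) in place of photoreceptor.

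The distance between genotypes was -11.7, and from -21.7 to 2.82 with each library left out, above 0 without library 23. The lowest standardized connectivity was -1.23, against -2.46 over all 24 libraries. Genes near Ceacam1 with laser were at percentile 70.11, against 95.8 with the Y-linked covariate (permutation over windows, p = 0.0421) and 4.03 within 5 Mb (permutation over windows, p = 0.960). Without laser they were at percentile 99.97, and 96.47 within 5 Mb (permutation over windows, p = 0.0354). Ceacam1 kept its direction and an adjusted p above 0.05 without laser in all 20 alternatives.

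The log2 fold change reversed with array weights for Pecam1 (0.20), Aif1 (-0.0476), Itgam (-0.51) and Vegfa (0.0787). Itgam, 0.09 in the main comparison, was also -0.32 with the surface epithelium covariate, and from -0.52 to 0.57 with each library left out, below 0 without library 21 (-0.35), 26 (-0.11) or 28 (-0.52). Of 750 values of 45 single-gene results under alternatives, 731 kept direction and side of the threshold, 6 were weaker, 5 stronger and 8 reversed.

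With 4 libraries per genotype, a simulated log2 change of 1 was called in 0 of 200 genes and one of 2 in 86, so smaller differences without laser were mostly not detectable.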

Differences from the paper's values

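The paper reports 61 differentially expressed genes, and 0 genes had an adjusted p under 0.05 here, with 307 at an unadjusted p under 0.05. The paper reports 21 protein-coding genes, 8 lower and 13 higher in Ceacam1-/- mice, and here the counts were 0, 0 and 0. None of the alternatives set before the data were examined closed these gaps. At most 1 gene passed, under upper-quartile scaling, limma without trend, array weights or without library 24, and 0 of these genes were protein-coding. The genes that passed, Gm20463 and Rpl31-ps8, are not among the legible labels of Fig. 4e. Gm45246, which passed only between genotypes with laser, is among these labels. Before the correction 4 of the 7 protein-coding genes tested had a p under 0.05.

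The log2 fold change of Sirpb1c was -3.17 here and about -1.4 in Fig. 4e, read by eye. With a pseudocount of 10 in place of 1 it was -1.28. This differs from the figure's value by less than the standard error of the main fit here. None of the other alternatives set before the data were examined closed the gap. The log2 fold change of Rasal3 was 1.94 here and about 0.5 in Fig. 4e, read by eye, and none of these alternatives closed the gap, with values from 1.58 to 2.17. The paper's methods state that fold changes were shrunken with ashr, a step not used here.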

Other observations

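The splits for unadjusted counts and for lists, the list tests by genotype with laser, the correlation of both comparisons and the enrichment of called genes near Ceacam1, the test of pseudogenes, the tests of the surface epithelium and inner retina lists and the count of libraries above 0 were chosen after the results were seen.

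For adjusted counts, 0 by genotype (307 unadjusted), which any split reaches, 35 of 35 splits gave as many, and another split reached 698. At an unadjusted p under 0.05, 24 of 35 splits gave as many as 307, with a median of 614. By camera 1 list, photoreceptor, passed by genotype without laser (median log2 fold change -1.63, adjusted p 0.00266), 35 of 35 splits gave as many lists, and the exact permutation p of the list's mean was 0.457. By genotype with laser 7 of 8 lists passed by camera and 18 of 100 splits gave as many. Ceacam1-/- laser libraries 14, 15 and 18, the highest of the laser libraries in photoreceptor genes, were not left out in turn.

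Genes near Ceacam1 were examined because a knockout can keep DNA of the donor strain around the deleted gene. Without laser the 347 tested genes within 10 Mb had a median absolute moderated t of 0.733, at percentile 99.97 of 10000 windows elsewhere, whose median was 0.629 (permutation over randomly placed windows, p = 4e-04). With laser the 339 genes had 1.35, at percentile 70.11, against 1.30 (permutation over windows, p = 0.299). Within 5 Mb of Ceacam1 the percentiles were 96.47 without laser and 4.03 with laser. The planned test expected both states to stand out, and the genes with laser did not, either within 10 Mb or within 5 Mb. With the Y-linked covariate the genes with laser were at percentile 95.8 (permutation over windows, p = 0.0421), so donor DNA remains open. Moderated t of the comparisons with and without laser, which share no library, had a Spearman rho of 0.149 over 333 genes near Ceacam1, higher than in most windows (permutation p = 3e-04), and -0.00956 elsewhere. Of the 4 genes called with laser, 3 (Tescl, Apoc2 and Mrps12) lie within 10 Mb of Ceacam1 (Fisher's exact p = 1.98e-05), a pattern noticed before it was tested. Donor-strain DNA around the gene is a candidate explanation of the shared differences. An effect of the lost gene on its neighbours was not tested.

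Processed pseudogenes were counted as higher in Ceacam1-/- mice only past a cutoff, not given here, and not by direction alone. Of those whose parent gene lies near Ceacam1, 2 of 8 were counted without laser. This compares with 9 of 412 with a parent elsewhere (Fisher's exact p = 0.0161). With laser these were 2 of 8 and 28 of 404 (Fisher's exact p = 0.109). Both cases, Akt2-ps with 98.6% identity to Akt2 and Gm45246 with 94.4% identity to Hnrnpl, were seen before the test. Reads of donor-strain parent genes may have been assigned to the pseudogenes, and this and a change of the pseudogenes themselves cannot be told apart with 2 cases.

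Deviations of Ceacam1 from its group means followed those of a list of 10 surface epithelium genes over the 24 libraries, with a Pearson's r of 0.782 (permutation p = 1e-05, the smallest the permutations can give) and a Spearman rho of 0.643 (permutation p = 0.00102). Without the 2 libraries farthest from the median, r was 0.729. A different share of surface epithelium may contribute to the spread of Ceacam1 within genotypes. In wild type mice without laser the mean log2 value of the list was 8.67 ± 5.00 (SD, n = 4). The inner retina list differed between genotypes by -0.54 without laser (exact permutation p = 0.714) and by 1.39 with laser (permutation p = 0.0727).

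Of 56 legible genes of Fig. 4e, 49 were above 0 in at most 2 of the 8 libraries (49 of 57 with Gm43302, set aside after its values were seen), so signal in 1 or 2 libraries may account for most of the labels. In the laser libraries 13 of the 21 protein-coding genes had the figure's direction (exact binomial p = 0.383), 15 of 21 with a pseudocount of 10 (p = 0.0784) and 5 of 7 with a mean of at least 10 (p = 0.453). Zfp526, close to Ceacam1, was lower in Ceacam1-/- mice with laser too, with 68.1 ± 22.7 normalized counts in wild type (SD, n = 9) and 23.5 ± 12.9 in Ceacam1-/- mice (SD, n = 7). Its log2 fold change was -1.61 (adjusted p = 0.0822 from limma, from 0.0322 with array weights to 0.440 over the alternatives), and 6 of 7 Ceacam1-/- libraries were below all wild type libraries (exact permutation p = 0.00017). Rasal3 had 148 ± 60.4 in wild type and 123 ± 54.9 in Ceacam1-/- mice with laser, and Ugt2b35 had 158 ± 307, above 0 in 6 of 9 libraries, and 0.584 ± 0.821, both opposite to the direction without laser. Zfp968 reached 422 in a wild type laser library, and its mean with laser was 53.2 in wild type and 134 in Ceacam1-/- mice.

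Ceacam1 with laser had 1869 ± 2453 normalized counts in wild type (SD, n = 9) and 373 ± 272 in Ceacam1-/- mice (SD, n = 7), a log2 fold change of -2.17 (adjusted p = 0.104 from limma). In 6 of 7 Ceacam1-/- libraries it was below all wild type libraries (exact permutation p = 0.00017). Over the alternatives the adjusted p ranged from 0.0365 to 0.470. Ceacam2 with laser had 11.3 ± 10.4 normalized counts in wild type (SD, n = 9) and 5.31 ± 9.06 in Ceacam1-/- mice (SD, n = 7), and was not tested there because its mean was under 10. Its interaction of laser and genotype was -3.76 (adjusted p = 0.640 from limma, from 0.216 to 0.940 over the alternatives set before the data were examined).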
